A study of Mus musculus with 2 samples. Its data were reported in "Suppressing miR-21 activity in tumor-associated macrophages promotes an antitumor immune response" (2019).

How the data were processed

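CD45+ cells, the pan-leukocyte fraction, were sorted from subcutaneous Lewis lung carcinoma (LLC) tumors on day 14 after implantation. LLC is a mouse lung carcinoma cell line that grows in C57BL/6 mice. Control mice carried loxP-flanked miR-21 (miR-21fl/fl), and LysMCre;miR-21fl/fl mice lose the microRNA miR-21 in cells that express lysozyme M, mainly macrophages and granulocytes. Cells of 3 mice were pooled per genotype and loaded as 1 droplet library per genotype (10x Genomics 3′ chemistry, version 2), so the data hold 2 libraries. Libraries were grouped by their titles, wt and cko. The description of the cell source gives the reverse assignment, with the conditional knockout named for the library titled wt, and the growth protocol names a macrophage gate where the design text and the study name CD45+ cells alone. Because of this conflict the groups are called the library labelled wt and the library labelled cko throughout. Genes that the genotype itself should change were examined first, and no value was used to move a library.

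The authors deposited raw UMI counts, whole numbers of distinct molecules per gene and cell, for cells they had already called. The counting software, genome build and gene annotation were not found in the descriptions read, and the supplemental methods of the study were not used here. Both matrices hold 27998 genes named by Ensembl identifier and symbol, and 121 symbols are shared by more than 1 row. The library labelled wt held 2449 cells and 24492486 UMIs, and the library labelled cko held 2718 cells and 27163485 UMIs. The shallowest cells had 3184 and 3187 UMIs, so shallower barcodes had been left out before deposit. That step removes small cells with little RNA, such as granulocytes, more than macrophages. Rows for Mir21a, the constant genes of the T cell receptor and immunoglobulins were not analysed here.

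Cells with at least 200 genes and at most 10% of UMIs from mitochondrial genes were kept, which removed 4 cells labelled wt and 14 labelled cko. Doublets, droplets with more than 1 cell, were scored with Scrublet on each library alone. Its automatic threshold marked 7 of 5149 cells (0.136%), under the 0.5% set beforehand as a sign of failure. The highest-scoring cells were therefore removed at the loading-based rates of 1.96% and 2.16%, which took out 48 and 58 cells and left 2397 and 2646 cells. Counts were scaled to 10000 per cell and log-transformed. The 2000 most variable genes, without the genes of every list below and without mitochondrial, ribosomal and sex-linked genes, gave 30 principal components, a graph of 15 neighbours and Leiden clusters at resolution 1. No integration was applied. The 22 clusters included T and NK cells, which were pooled and clustered again into 6 subclusters. The tools were scanpy 1.11.5, leidenalg 0.10.2, igraph 0.11.9, scikit-learn 1.9.0, numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3 under Python 3.11.15, with figures from matplotlib 3.10.9.

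Clusters were named from marker lists fixed before the data were examined, with at least 3 detected markers. A marker counted when it was at least 2-fold higher than in other cells and seen in at least 25% of the cluster. The 25% limit was set after the clusters were seen, as was the requirement that Cd8a or Cd4 appear in at least 50% of a CD8 or CD4 T cell-like subcluster. With a 10% limit a subcluster of mixed lineage received a T cell name. Subclusters that met no single name are reported as mixed T and NK cells with their shares. Classes are called X-like because they rest on RNA markers alone, and differences from the populations of the study can come from these rebuilt names.

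Per class and library, UMIs were summed over cells and expressed as CPM, the usual scaling of a gene's counts to all counts of the class. The log2 ratio of CPM, cko over wt, has an exact 95% interval from the conditional binomial distribution. Shares of cells have exact Clopper-Pearson intervals. With 1 library per group there is no replicate, no test across animals and no p-value. Every interval covers counting error only, not the spread between mice, pools or single cells. A gene without UMIs in 1 library was set against a floor of 3 counts in that library's class. Gene list medians used genes with at least 10 UMIs over both libraries. Their intervals came from 2000 Poisson redraws, and their percentile from 10000 random lists matched gene by gene to the 50 nearest genes in total expression. Named genes followed a rule fixed beforehand, the 5 genes with the highest lower interval bound and the 5 with the lowest upper bound, among genes with at least 50 UMIs in CD8 T-like cells or 100 in macrophage/monocyte-like cells. Shares of cells with a UMI were computed after thinning every cell to 1000 UMIs, which left out no cell, and without thinning. Free RNA was estimated from C1qa, C1qb and C1qc in lymphoid cells, and from Cd3e and Nkg7 in myeloid cells.

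The lists were CD8 T cell activation (6 genes that the study named on these libraries, with all granzyme genes because its text does not list those it meant), macrophage proinflammatory, MHC class II and angiogenesis genes, known miR-21 targets, and immediate-early and heat-shock genes that tissue digestion can raise. The first is not independent evidence for a difference in these libraries. Gene positions and 3′ UTRs came from GENCODE M21 on mouse genome build GRCm38, matched by Ensembl identifier. Among genes with at least 100 UMIs in macrophage/monocyte-like cells, 97.3% had a match. A miR-21 seed match is the 8-base word ATAAGCTA in any annotated 3′ UTR of a gene, and the 100-UMI limit for this comparison was not fixed beforehand.

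The intervals were tested on simulated counts with 200 changed genes. These counts were Poisson draws from the pooled profile of the class, without spread between cells. The shares below therefore check the calculation, and not the uncertainty of genes expressed in few cells. For CD8 T-like cells, over 3172 genes, 96.4% of intervals held the true ratio, 90.5% of changed genes had intervals away from 0, and 3.67% of unchanged genes did. For macrophage/monocyte-like cells, over 9584 genes, these shares were 95.5%, 99.5% and 4.50%. Alternatives were stricter and absent cell filters, doublets kept, Leiden resolutions 0.5 and 2, list genes allowed in clustering, marker gates in place of clusters, scaling by edgeR's TMM factor (edgeR 4.0.16, R 4.3.3), totals without the 50 most abundant genes, means over cells, subtraction of free RNA, and other count minimums and thinning depths. Alternatives added after the data were seen matched seed genes on 3′ UTR length, used genes without the 6-base seed core as controls, and left out the cell with the most UMIs of each gene. CD8 T-like cells were also shuffled between the libraries 10000 times, with the number of cells per library kept, to see how far the list median moves by the spread between cells, with all cells and without the top cell of each gene.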

Results

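Single-cell RNA-Seq of CD45+ cells from LLC tumors gave 2 libraries, 1 per genotype, each a pool of 3 mice. The library labelled wt held 2449 cells with a median of 8359 UMIs (range 3184 to 44332) and 2421 genes per cell. The library labelled cko held 2718 cells with a median of 8247 UMIs (range 3187 to 159109) and 2416 genes per cell. Median depth was therefore similar between the libraries. No difference below has a replicate check, and log2 ratios are cko over wt with 95% intervals for counting error.

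The labels were examined first, because the titles and the source descriptions assign the genotypes in opposite ways. Mir21a lies on chromosome 11, 86584067 to 86584158 (GRCm38, minus strand), within the gene span of Vmp1 (86583865 to 86683836), and was not analysed here. Vmp1 differed little in macrophage/monocyte-like cells, with 245 CPM labelled wt and 233 CPM labelled cko (log2 ratio −0.07, interval −0.13 to −0.02). The LysMCre allele is inserted into Lyz2 (ENSMUSG00000069516, chromosome 10, 117277331 to 117282321). In macrophage/monocyte-like cells Lyz2 reached 20004 CPM (400250 UMIs) in the library labelled wt and 9450 CPM (204065 UMIs) in the library labelled cko. The log2 ratio was −1.08 (interval −1.09 to −1.07), the lowest among 325 genes with a mean of at least 500 CPM, of which 90% lay between −0.13 and 0.17. Lyz2 was also lower in the library labelled cko in granulocytic MDSC-like cells (−1.43, interval −1.51 to −1.35) and in dendritic cell-like cells (−0.97, interval −1.06 to −0.88). TMM scaling moved the macrophage value most, to −1.12. The Lyz2 level thus followed the titles and ran against the source descriptions, and all directions below rest on the titles. Xist, transcribed in female cells, had 545 and 569 CPM in macrophage/monocyte-like cells, a ratio of 1.05 (interval 1.02 to 1.07). Of the Y-linked genes Ddx3y, Eif2s3y, Kdm5d and Uty, 1 UMI of Uty was seen over both libraries.

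The populations of the infiltrate were compared next. After filtering, 2397 cells labelled wt and 2646 labelled cko remained, and macrophage/monocyte-like cells made up 83.9% (interval 82.4 to 85.3) and 81.3% (79.8 to 82.8) of them. CD8 T-like cells were 54 cells (2.25%, interval 1.70 to 2.93) and 75 cells (2.83%, interval 2.24 to 3.54), a ratio of shares of 1.26 (interval 0.875 to 1.82). CD4 T-like cells rose from 14 cells (0.584%) to 34 cells (1.28%), a ratio of 2.20 (interval 1.15 to 4.44). Foxp3, Ctla4, Ikzf2 and Tnfrsf18 were among the top genes of this cluster, so the rise may not stand for CD4 T cells in general. NK-like cells were 60 and 50 cells, with a ratio of 0.755 (interval 0.508 to 1.12), and dendritic cell-like cells 110 and 143 cells, with a ratio of 1.18 (interval 0.912 to 1.52). Plasmacytoid dendritic cell-like cells were 19 in each library. Granulocytic MDSC-like cells were 40 cells (1.67%, interval 1.19 to 2.27) and 76 cells (2.87%, interval 2.27 to 3.58), a ratio of 1.72 (interval 1.16 to 2.59). It was 1.75 (interval 1.02 to 3.07) among cells with at least 4000 UMIs and 1.22 (interval 0.648 to 2.33) among those with at least 5000. The class holds 2 clusters, and the difference lay in the shallow one (18 and 52 cells, median 3650 UMIs, ratio 2.62, interval 1.51 to 4.75), while the other (22 and 24 cells, median 8249 UMIs) had a ratio of 0.988 (interval 0.531 to 1.85). The alternative that moved these shares most was Leiden resolution 0.5, where 18 and 52 cells alone kept the granulocytic name and the log2 ratio went from 0.78 to 1.39. Mixed T and NK cells, which met no single name, made up 2.96% and 2.91% of cells. They held 2 subclusters. The first (52 and 42 cells) had a ratio of 0.732 (interval 0.475 to 1.12). The second (19 and 35 cells) had a ratio of 1.67 (interval 0.929 to 3.09). It was led by Gzmf, Gzmb and Ctla4, and its cells are not in the CD8 T-like class. Cells with tumor or epithelial genes made up 0.292% (7 cells) and 0.605% (16 cells), and a cluster without a name 0.459% (11 cells) and 0.151% (4 cells).

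**Figure D1:**
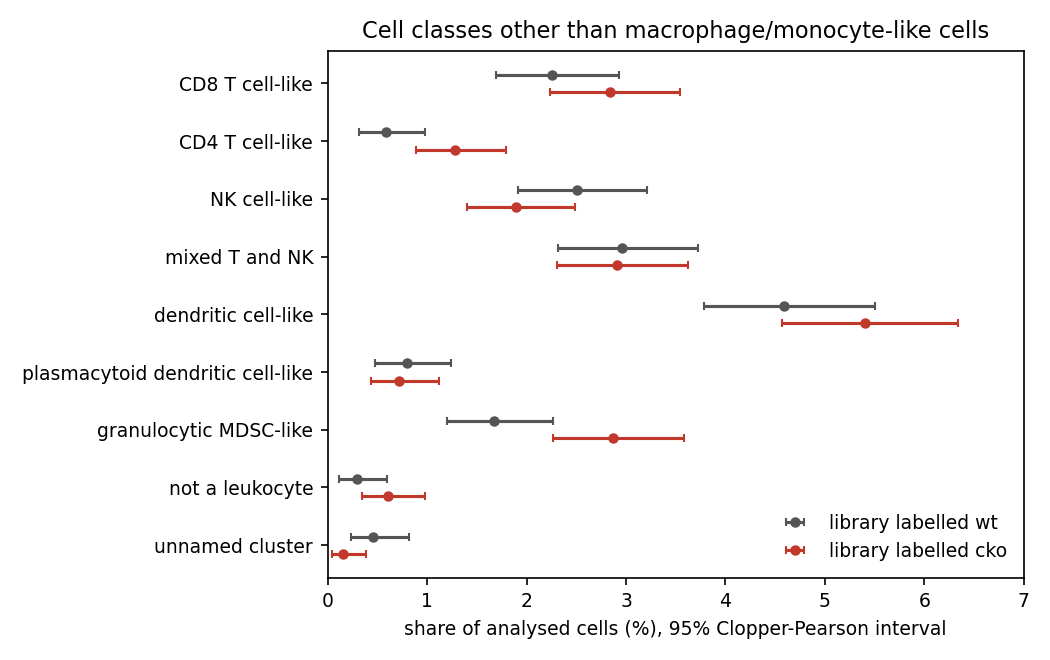
Share of analysed cells (%) in each class outside macrophage/monocyte-like cells, for the library labelled wt (grey) and the library labelled cko (red), with 95% Clopper-Pearson intervals for counting error. The intervals overlap widely for CD8 T-like cells (2.25% and 2.83%) and meet without overlap for granulocytic MDSC-like cells (1.67% and 2.87%).

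Macrophage/monocyte-like cells fell into 10 clusters. The cluster that differed most was led by the C1q genes with Cd300e, Clec4b1 and Pparg, and held 77 cells labelled wt (3.21%) and 209 labelled cko (7.90%), a ratio of 2.46 (interval 1.88 to 3.24). Clustered again without the 1692 genes that differed by at least 0.25 (log2) between the libraries in macrophage/monocyte-like cells, the matching cluster had a ratio of 1.93 (interval 1.52 to 2.47). At Leiden resolution 0.5, where the nearest cluster shared fewer cells with it, the log2 ratio fell to 0.48 from 1.30. A second C1q-high cluster of deep cells (median 20200 UMIs) held 75 and 137 cells, a ratio of 1.65 (interval 1.24 to 2.22). The 2 biggest clusters were smaller in the library labelled cko, with ratios of 0.789 (interval 0.680 to 0.914) and 0.758 (interval 0.653 to 0.880). The first of these also had C1q genes among its top genes.

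The study asked whether macrophages without miR-21 change CD8+ T cells that still carry it, and described several granzyme genes, which its text does not list, as well as Ifng, Il12rb2, Cd69 and the chemokine genes Ccl3, Ccl4 and Cxcl10 as highly expressed in a larger proportion of CD8+ T cells from LysMCre;miR-21fl/fl mice. In CD8 T-like cells (596529 and 638655 UMIs in sum), the list held these 6 named genes and all 10 granzyme genes examined, and 13 of the 16 had enough UMIs. The median log2 ratio was 0.18 (interval 0.08 to 0.46), at percentile 96.5 of random lists, while the mean was −0.09. The study chose the 6 named genes on these libraries, so the percentile is not independent evidence, and which granzyme genes it meant is unknown. When the CD8 T-like cells were shuffled between the libraries, a step added after the data were seen, 6684 of 10000 shuffles gave a list median as far from 0, and 95% of the medians lay between −0.79 and 0.96. The list median is thus within the spread between cells. Of the 13 genes 8 were higher and 5 lower in the library labelled cko. Cd69 (chromosome 6, 129267325 to 129275436) rose from 20.1 to 43.8 CPM (12 and 28 UMIs, log2 ratio 1.12, interval 0.10 to 2.23). Il12rb2 (chromosome 6, 67291318 to 67376188) rose from 58.7 to 106 CPM (0.86, interval 0.25 to 1.49). Ccl4 and Ccl3, 2 genes of the chemokine cluster on chromosome 11 (83647844 to 83664683), had log2 ratios of 0.78 (interval 0.55 to 1.02) and 0.76 (interval 0.46 to 1.07). The granzyme genes went both ways. Gzmd (0.94, interval 0.66 to 1.23) and Gzmc (0.55, interval 0.30 to 0.79) were higher in the library labelled cko. Gzmb (chromosome 14, 56258838 to 56262260) was lower, with 5690 CPM (3394 UMIs) labelled wt and 2386 CPM (1524 UMIs) labelled cko (−1.25, interval −1.34 to −1.17). Gzma (−1.27, interval −1.75 to −0.80) and Gzmk (−1.65, interval −2.64 to −0.74) were lower too, as was Ifng (chromosome 10, 118441046 to 118445892) with 865 and 416 CPM (−1.05, interval −1.27 to −0.84). Gzmb to Gzmg are close paralogs in one stretch of chromosome 14, and how the authors' counting assigned reads shared by them is unknown.

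Single cells held much of these sums. In the library labelled wt 1 cell held 343 of 516 Ifng UMIs (66.5%), and 1 cell held 1043 of 3394 Gzmb UMIs (30.7%). Without the cell with the most UMIs of each gene in each library, an alternative added after the data were seen, the list median was 0.77 over the same 13 genes and 0.68 over the 12 left with at least 10 UMIs, Ifng changed sign to 0.17 (interval −0.13 to 0.47), and Gzmb stayed lower at −0.98 (interval −1.08 to −0.89). This alternative moved the list median most. The counting intervals therefore understate the uncertainty of genes expressed in few cells. Cells with at least 1 UMI were about as frequent in both libraries for Gzmb, with 64.8% (interval 50.6 to 77.3) and 64.0% (52.1 to 74.8) of CD8 T-like cells after thinning and 83.3% and 84.0% without it. At 2000 UMIs per cell the shares were 75.9% (interval 62.4 to 86.5) and 69.3% (57.6 to 79.5), with overlapping intervals. In macrophage/monocyte-like cells the thinned shares of Gzmb, the background from free RNA, were 0.995% and 0.976% (10.2% and 6.37% without thinning). For Ifng 22.2% (interval 12.0 to 35.6) and 26.7% (17.1 to 38.1) of thinned CD8 T-like cells had a UMI (57.4% and 62.7% without thinning), against 0.149% (1.19% without thinning) and 0 of 2152 macrophage/monocyte-like cells, with an upper bound of 0.171% (0.651% without thinning). For Il12rb2 the thinned shares in CD8 T-like cells were 5.56% (interval 1.16 to 15.4) and 12.0% (5.64 to 21.6), against 0.149% and 0.139% in macrophage/monocyte-like cells. Without thinning they were 31.5% (interval 19.5 to 45.6) and 49.3% (37.6 to 61.1), against 1.74% and 1.49%. The thinned shares for Cd69 went against its CPM, with 7.41% and 2.67% (1.69% and 2.00% in macrophage/monocyte-like cells), and reversed at 2000 UMIs per cell (3.70% and 12.0%), so no order was read from them. Without thinning they were 14.8% and 29.3% (9.40% and 10.2%). Without thinning, Ccl4 had 40.7% and 52.0% (22.0% and 26.3%) and Ccl3 29.6% and 45.3% (19.9% and 27.1%), and thinned they had 18.5% and 22.7% and, for Ccl3, 14.8% and 12.0%. Shares of the other granzyme genes went both ways. After thinning they were 7.41% and 1.33% for Gzmk, 14.8% and 5.33% for Gzma, 18.5% and 18.7% for Gzmc, 9.26% and 12.0% for Gzme, 22.2% and 25.3% for Gzmf, 11.1% and 16.0% for Gzmd, and 1.85% and 0 of 75 cells for Gzmg, with at most 0.547% in macrophage/monocyte-like cells. Without thinning they were 37.0% and 16.0% for Gzmk, 20.4% and 9.33% for Gzma, 33.3% and 29.3% for Gzmc, 33.3% in each library for Gzmf, 14.8% and 22.7% for Gzmd, and 1.85% and 5.33% for Gzmg, with at most 4.43% in macrophage/monocyte-like cells. Gzme was slightly lower in the library labelled cko without thinning, with 12 of 54 and 15 of 75 cells. Differences between these shares were not tested. Median depth was 8007 and 7997 UMIs in CD8 T-like cells and 8478 and 8390 UMIs in macrophage/monocyte-like cells. Cxcl10 in CD8 T-like cells had 2 and 5 UMIs (intervals 0.242 to 7.22 and 1.62 to 11.7), which hold the 2.55 and 3.83 UMIs that free RNA would give.

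The 2 subclusters of CD8 T-like cells, found without the list genes, had list medians of opposite sign. These values have counting intervals only and were not tested against the spread between cells. In the first (29 and 56 cells) the list median was 0.39 (interval 0.00 to 0.70) and Gzmb had a log2 ratio of −0.25 (interval −0.42 to −0.08). In the second (25 and 19 cells) the list median was −0.41 (interval −0.85 to −0.08) and the Gzmb ratio was −1.15 (interval −1.27 to −1.03). Ifng (0.54 in the first, −1.25 in the second) and Gzmf (1.23 and −2.45) had the signs of the list medians. Gzmc went the other way, with −0.17 (interval −0.52 to 0.18) and 1.19 (interval 0.84 to 1.55). The second subcluster made up 46.3% (interval 32.6 to 60.4) of CD8 T-like cells labelled wt and 25.3% (interval 16.0 to 36.7) of those labelled cko. In NK-like cells the list had a median of −0.18 (interval −0.32 to −0.03) at percentile 0.31, with 5 of 14 genes higher.

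**Figure D2:**
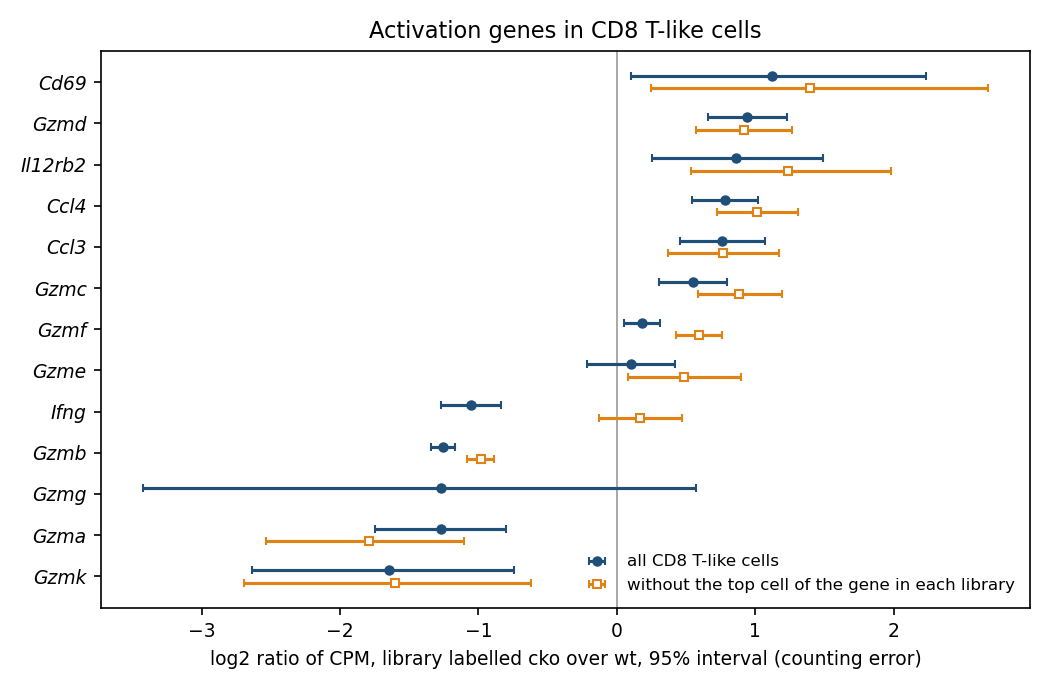
Log2 ratio of CPM (cko over wt) in CD8 T-like cells for the 13 activation genes with at least 10 UMIs, with 95% counting intervals, over all cells (filled blue circles) and without the cell with the most UMIs of the gene in each library (open orange squares; no value is drawn for Gzmg, left with 3 UMIs). Gzmb lies below 0 both ways (−1.25 and −0.98), and Ifng moves from −1.05 to 0.17.

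By the rule fixed beforehand, the genes of CD8 T-like cells named as higher in the library labelled cko were Xcl1, Junb, Xbp1, Serpina3g and Edem1, and those named as lower were Il3, Fcrla, Ccnb2, Gzmb and Fdps. Serpina3g (chromosome 12, 104236245 to 104241939) rose from 235 to 515 CPM (log2 ratio 1.13, interval 0.84 to 1.43), and Junb rose from 163 to 390 CPM (1.26, interval 0.92 to 1.62). Fdps, an enzyme of the mevalonate pathway (chromosome 3, 89093588 to 89101959), fell from 228 to 79.9 CPM (−1.51, interval −2.01 to −1.04). Others rested on few cells. Of 165 Xcl1 UMIs labelled cko 154 were in 1 cell, and all 57 Il3 UMIs were in 1 cell labelled wt. Il3 was thus 20.3-fold lower in the library labelled cko against a floor of 3 counts, with an upper interval bound of −4.00 (log2). Xcl1, Xbp1, Edem1, Fcrla and Ccnb2 changed sign under at least 1 other definition of CD8 T-like cells.

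In macrophage/monocyte-like cells (20008293 and 21594111 UMIs in sum) the question was whether genes that the study linked to miR-21-deficient TAMs in other experiments also differed here. The proinflammatory list had a median log2 ratio of −0.06 (interval −0.13 to −0.00, 7 genes of 9) at percentile 4.75. Cxcl9 (chromosome 5, 92321347 to 92328079) was lower in the library labelled cko, with 171 and 142 CPM (−0.28, interval −0.35 to −0.21), and Cxcl10 differed little (178 and 170 CPM, −0.06, interval −0.13 to 0.00). Il12b (chromosome 11, 44400063 to 44414033) had 0 and 8 UMIs. It was 2.47-fold higher in the library labelled cko against a floor of 3 counts, and its lower interval bound was 1.58-fold. Il12a had 1 and 2 UMIs, so the IL-12 subunits were at the detection limit in this class. All 7 MHC class II genes were slightly lower in the library labelled cko, with a median of −0.11 (interval −0.12 to −0.09) at percentile 0.32 and H2-Ab1 (chromosome 17, 34257689 to 34269419) at 7886 and 7311 CPM. The study measured higher MHC class II protein on TAMs of LysMCre;miR-21fl/fl mice, and higher CXCL10 protein in CD68+ macrophages of their tumors. RNA and protein are different measures. The alternative that moved the macrophage lists most, apart from miR-21 targets, was the mean over cells for the angiogenesis list, which had a median of −0.02 (interval −0.18 to 0.03) at percentile 9.12 and −0.14 as a mean over cells. Within this list 5 of 10 genes were higher and 5 lower. Tgfb1 (chromosome 7, 25687002 to 25705077) fell from 470 to 177 CPM (−1.41, interval −1.47 to −1.36) and Mrc1 from 157 to 115 CPM (−0.45, interval −0.53 to −0.38), while Adm rose from 1.60 to 4.17 CPM (1.38, interval 0.79 to 2.01).

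Known targets of miR-21 were compared because loss of the microRNA would raise them. Their median log2 ratio in macrophage/monocyte-like cells was 0.08 (interval −0.01 to 0.23, 12 of 15 genes), at percentile 80.7 of random lists, with 9 genes higher and 3 lower. Marker gates in place of clusters moved it to 0.26. Rhob (chromosome 12, 8497661 to 8500009) rose from 38.8 to 56.9 CPM (0.55, interval 0.42 to 0.68) and Tgfbi from 1884 to 2229 CPM (0.24, interval 0.22 to 0.26), while Tpm1 did not differ beyond counting error. In CD8 T-like cells, outside LysMCre deletion, the median was 0.11 (interval −0.30 to 0.51) at percentile 75.6, so the classes were not separated by this list. There 7 genes were higher and 4 lower. Rhob was higher in this class too (2 and 14 UMIs, 2.71, interval 0.59 to 5.89), so its rise was not limited to macrophage/monocyte-like cells. The CD8 T-like median ranged from −0.19 to 0.21 over the alternatives. The 206 genes with the seed match ATAAGCTA in a 3′ UTR had a median of 0.07 in macrophage/monocyte-like cells against 0.04 for expression-matched genes drawn from 9027 without it. The difference of 0.03 lay at percentile 98.3 of random lists. Seed genes have longer 3′ UTRs (median 3044 against 1105 bases), and with controls matched on 3′ UTR length, an alternative added after the data were seen, the difference was 0.05. Against genes without the 6-base seed core, also added then, it was 0.02 at percentile 96.6. In CD8 T-like cells, with 30 seed genes, the expression-matched difference was 0.01 at percentile 56.3. These differences were small against those of single genes such as Lyz2 (−1.08).

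**Figure D3:**
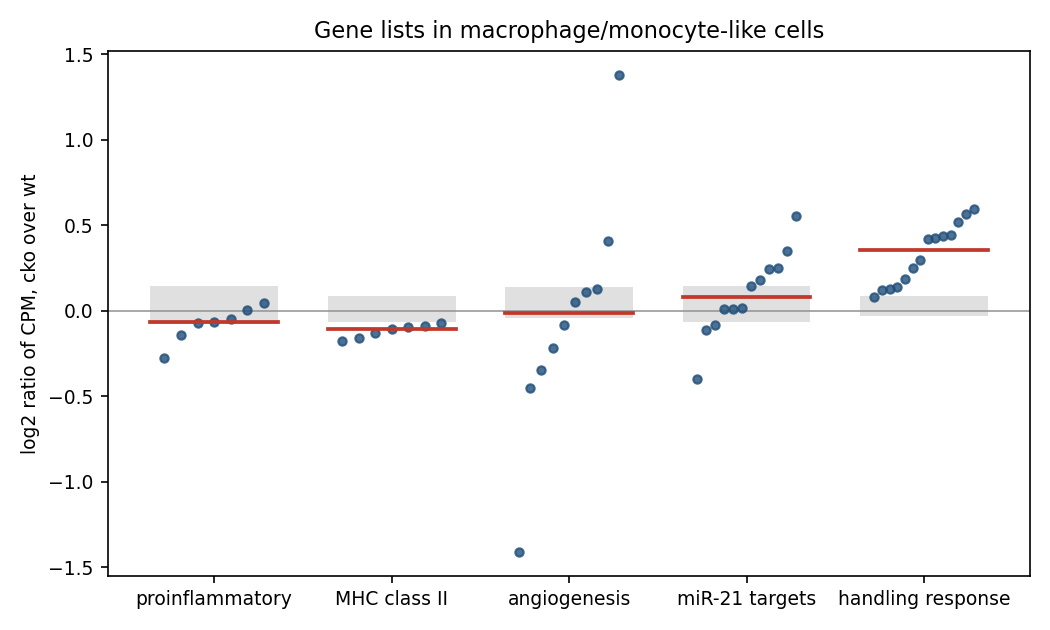
Log2 ratio of CPM (cko over wt) for single genes (points) of 5 gene lists in macrophage/monocyte-like cells, with list medians (red lines) and the range that holds 95% of the medians of random expression-matched lists (grey boxes). The handling response list (0.36) lies above its box and the MHC class II list (−0.11) below it, while the miR-21 target list (0.08) lies inside.

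Immediate-early and heat-shock genes were compared as a measure of handling before lysis. Their median log2 ratio in macrophage/monocyte-like cells was 0.36 (interval 0.29 to 0.39), with 14 of 14 genes higher in the library labelled cko, at percentile 100. It was 0.61 in CD8 T-like cells (interval 0.24 to 0.90), 0.23 in NK-like cells (0.04 to 0.68), 0.32 in dendritic cell-like cells (0.21 to 0.48) and 0.20 in granulocytic MDSC-like cells (−0.01 to 0.39). The list was thus higher in 5 of 5 classes examined, with 4 intervals above 0. Mixed T and NK cells (71 and 77 cells) were left out, as were classes with under 30 cells in a library. In granulocytic MDSC-like cells the mean of the list was −0.02 and the median of all genes was −0.16, and TMM scaling shifted all ratios of this class by 0.24 and totals without the 50 most abundant genes by 0.13. The value for CD8 T-like cells ranged from −0.01 to 0.68 over the alternatives and changed sign with doublets kept.

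By the fixed rule, the genes of macrophage/monocyte-like cells named as higher in the library labelled cko were Lyz1, Ifi44l, Gm5900, Gbp2b and Ifi44. Lyz1, the paralog that lies next to Lyz2 on chromosome 10 (117287797 to 117292868), rose from 42.5 to 210 CPM (log2 ratio 2.31, interval 2.20 to 2.42), and how the authors' counting assigned reads shared by these paralogs is unknown. Ifi44l and Ifi44, neighbours on chromosome 3 (151730922 to 151762892), had log2 ratios of 1.56 (interval 1.38 to 1.75) and 1.29 (interval 1.16 to 1.42), and Gbp2b (chromosome 3, 142594847 to 142619179) had 1.38 (interval 1.27 to 1.49). Gm5900 (chromosome 7, 104949915 to 104950289) had 1.60 (interval 1.38 to 1.83). Those named as lower were Tpsb2, Cma1, Trim5, Mcpt4 and Trim12a. Trim5 (122 and 1 UMIs, log2 ratio −7.04, interval −12.36 to −4.54) and Trim12a (378 and 14 UMIs, −4.86, interval −5.75 to −4.10) are related genes that lie side by side on chromosome 7 (104263386 to 104315466). Tpsb2 (199 and 0 UMIs, 71.6-fold lower against a floor of 3 counts, upper interval bound −5.85 on the log2 scale), Cma1 (426 and 4 UMIs) and Mcpt4 (181 and 3 UMIs, log2 ratio −6.02, interval −8.32 to −4.45) are mast cell protease genes. In the library labelled wt, 756 of 945 UMIs of the 4 mast cell genes Cma1, Mcpt4, Tpsb2 and Cpa3 in this class were in 1 cell.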

Values the study reported

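The study reported 7 major cell types among the sorted leukocytes, with macrophages and monocytes counted as one type. It detected 8 clusters of macrophages. It described no outstanding overall difference in cell populations between the libraries.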

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

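All tests in this part were chosen after the results they concern were seen.

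A cluster of 23 cells, 7 labelled wt and 16 labelled cko, carried tumor or epithelial genes (Krt8, Krt18, Rhox5, Cald1) although the sort was for CD45+ cells. It drew attention as a signal in cells that no comparison uses. These cells were deep, with a median of 37488 UMIs, and their level of Ptprc, the gene that encodes CD45, was 12.7% (wt) and 3.85% (cko) of that in macrophage/monocyte-like cells. Droplets that hold a leukocyte together with another cell were tested through the C1q genes, which free RNA alone carried to 148 CPM (wt) and 254 CPM (cko) in CD8 T-like cells. In the library labelled wt the C1q genes reached 1274 CPM, so such mixed droplets may account for some of the 7 cells. In the library labelled cko they reached 165 CPM, which argues against macrophages in these 16 droplets. How these cells passed the sort was not tested, and neither was a biological explanation. With 7 and 16 cells, the ratio of shares of 2.07 had an interval of 0.806 to 5.95 and does not separate the libraries.

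Another cluster of 15 cells, 11 labelled wt and 4 labelled cko, had no name among the fixed markers and was led by Ctsk, Acp5, Atp6v0d2, Dcstamp and Oscar, genes of osteoclasts, the bone-resorbing relatives of macrophages. It too was noticed as a signal outside every comparison. Ctsk reached 11151 CPM and 11468 CPM in these cells against 4.55 and 1.85 CPM in macrophage/monocyte-like cells. The cells held medians of 26656 and 22531 UMIs, with ranges of 6547 to 44332 and 17065 to 35625. Droplets with more than 1 cell could give such depth, and were tested by a search for the same genes in other cells. A first test, with Ctsk and Acp5 summed, found 435 cells outside the cluster with at least 10 UMIs (14 of the 15 inside), because macrophages also express Acp5 (263 and 363 CPM). The test was then changed to Ctsk alone, after that result was seen, and gave 0 cells outside the cluster with at least 10 UMIs and 7 and 3 inside. These 10 cells held 19551 to 44332 UMIs. The other 5 cells had 0 Ctsk UMIs and 6547 to 24234 UMIs in all, and 1 of them held 1805 UMIs of mast cell genes, so the osteoclast genes do not describe all 15 cells. A macrophage in these droplets is argued against by the C1q genes, at 196 CPM (wt) and 215 CPM (cko) against 6551 and 7633 CPM in macrophage/monocyte-like cells, near the 148 and 254 CPM of CD8 T-like cells. Other droplets with more than 1 cell, such as those with several cells of this kind or with a monocyte low in C1q, cannot be told apart from multinucleate or otherwise large cells, since 0 cells with at least 10 Ctsk UMIs lay outside the cluster and none inside it was shallow. No biological explanation was tested.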

How the results depend on the processing

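The alternatives that left out the cell with the most UMIs of each gene, matched seed genes on 3′ UTR length or used genes without the 6-base seed core as controls were chosen after the data were seen, and the others before. No paired analysis was possible because each group has 1 library. Over 18 settings, 128 values had 1121 alternatives, of which 975 stayed within the counting interval of the value, 125 moved outside it and 21 changed the sign of a value whose interval lay away from 0. The marker gate gave values for CD8 T-like and macrophage/monocyte-like cells alone. The cause of the moves below was not tested, except for the top cells of CD8 T-like cells.

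Lyz2 in macrophage/monocyte-like cells (−1.08) was −1.12 with TMM scaling and −1.11 with totals that leave out the 50 most abundant genes, and kept its direction in all 11 alternatives. The log2 ratio of shares of granulocytic MDSC-like cells (0.78) was 1.39 at Leiden resolution 0.5, where its shallow cluster alone (18 and 52 cells) kept the name. The shares of macrophage/monocyte-like, T-like, NK-like and both kinds of dendritic cell-like cells stayed within counting error, and mixed, tumor or unnamed cells were given no alternative.

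The CD8 T cell activation list (0.18) stayed above 0 in all 14 alternatives, from 0.0637 to 0.77. It was 0.60 with the stricter cell filter, 0.0637 with no filter, 0.56 at Leiden resolution 0.5, 0.47 at resolution 2, 0.56 with marker gates, 0.49 as a mean over cells and 0.77 without the top cell of each gene (0.68 over the 12 genes then left with at least 10 UMIs). Ifng (−1.05) changed sign with the stricter filter (0.56), with marker gates (0.42) and without the top cell (0.17), which held 66.5% of its UMIs labelled wt. Whether that cell also explains the first 2 changes was not tested. Ccl4 (0.78) changed sign as a mean over cells (−0.17). Gzmb stayed lower in the library labelled cko in every alternative, between −1.40 and −0.74.

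Named genes of CD8 T-like cells were less stable. At Leiden resolution 0.5, Xcl1 was −0.75 and Ccnb2 was 0.10. At resolution 2, Xcl1 was −0.39, Xbp1 was −0.31, Edem1 was −0.30 and Ccnb2 was 0.14. With marker gates, Xbp1 was −0.35, Edem1 was −0.36, Fcrla was 2.73 and Ccnb2 was 0.64. Edem1 was also −0.11 with no filter, −0.0788 with doublets kept and −0.13 with list genes in clustering. In macrophage/monocyte-like cells Arg1 (−0.22) was 0.0304 with marker gates and Spp1 (0.05) was −0.20 as a mean over cells, and the cluster led by Chil3, Prtn3 and Saa3 (log2 ratio of shares 0.35) was −0.00508 at Leiden resolution 0.5, and the cluster led by Cd300e (1.30) was 0.48. The matches there are bigger merged clusters, of 510 and 561 cells against 144 and 202 (Jaccard index 0.319) and of 227 and 350 cells against 77 and 209 (0.387).

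The MHC class II list (−0.11) stayed below 0, at −0.0684 with marker gates, −0.15 with TMM scaling, −0.14 with totals without the 50 most abundant genes and −0.14 as a mean over cells. The miR-21 target list in macrophage/monocyte-like cells (0.08) was 0.26 with marker gates and above 0 in all 13 alternatives, while in CD8 T-like cells (0.11) it ranged from −0.19 to 0.21. The seed-match difference (0.03) ranged from 0.02 to 0.05. The handling list in CD8 T-like cells (0.61) was 0.10 with no filter, 0.15 with marker gates and −0.00914 with doublets kept, and in granulocytic MDSC-like cells (0.20) it was 0.43 with TMM scaling. In macrophage/monocyte-like cells (0.36) it stayed between 0.31 and 0.37. The CD8 T-like values rest on 54 and 75 cells.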

Other observations

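The tests of the exchanged titles, of free RNA and handling for the CD8 T cell activation list, and of sex were set before the data were examined, and the tests of shuffled cells, chromosome position, mast cell genes, granulocyte depth, the Cd300e cluster and seed words were chosen after the results were seen.

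The titles and source descriptions of the libraries disagree, and an exchange of the titles would place the LysMCre allele, which disrupts Lyz2, in the library labelled wt. Lyz2 fell by 1.08 on the log2 scale in the library labelled cko, which argues against such an exchange and is consistent with 1 disrupted copy in that library. The same drop appeared in granulocytic MDSC-like and dendritic cell-like cells, where lysozyme M is also expressed. Animals of different sex do not explain differences between the libraries either, with an Xist ratio of 1.05 and no Y-linked RNA beyond 1 UMI.

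The CD8 T cell activation list leaned higher in the library labelled cko, with a median of 0.18. Free RNA from other cells was excluded as the cause, since 13 of 13 list genes lay above the level it would give in both libraries, with estimated free RNA shares of 2.65% (wt) and 4.02% (cko) of the UMIs of CD8 T-like cells. A few cells with most of the counts were tested as well, since the 3 top cells held a median of 69.3% (wt) and 49.2% (cko) of a list gene's UMIs. With the CD8 T-like cells shuffled between the libraries, 6684 of 10000 shuffles gave a list median as far from 0. Removal of all 3 top cells was not tested. The single top cell of each gene in each library did not make the lean, since without it the median rose to 0.77 (13 genes) or 0.68 (the 12 left with at least 10 UMIs). Shuffles treated in the same way gave a median as far from 0 in 876 and 1138 of 10000, around a median of 0.13 and 0.11, because the step takes more from the library with fewer cells. Chance in which cells were sampled and a true difference cannot be told apart here, because the spread between 54 and 75 cells covers the list median with and without the top cell of each gene. Handling of the suspensions remains open. The handling list was higher by 0.61 in CD8 T-like cells and higher in 5 of 5 classes examined, as a longer or warmer digestion of 1 sample could produce. The handling of the suspensions cannot be told apart from activation in CD8 T-like cells, because each library was handled once, because Junb and Egr1 also respond to T cell activation, and because the value ranged from −0.01 to 0.68 over the alternatives. Activation of CD8+ T cells through macrophages without miR-21 stays among the open explanations. The lower Gzmb in summed counts is not what a general rise of cytotoxic genes would give, and it was not tested against the spread between cells. By flow cytometry of other LysMCre;miR-21fl/fl tumors the study measured higher GZMB protein in CD8+ T cells, and RNA and protein are different measures.

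In macrophage/monocyte-like cells 41 of 9451 genes with at least 100 UMIs differed by at least 1 (log2), mast cell genes left out. Of these, 10 had another such gene within 1 Mb, against a median of 2 in random lists matched on expression, and 70 of 10000 random lists had as many. A strain variant, carried along with the LysMCre allele or different between the pools for another reason, is a candidate explanation, but 7 of the 10 are members of gene families that lie side by side (Lyz1 and Lyz2, Ifi44 and Ifi44l, Trim5, Trim12a and Trim34a) that could be regulated together or share reads. When a neighbour had to belong to another gene family, 6 genes remained against a median of 2, and 1372 of 10000 random lists had as many. Chromosome 7 held 8 of the 41 genes, and 852 of 10000 random lists had as many on any 1 chromosome. Of the 10 genes, Lyz1 and Lyz2 alone lie near a targeted locus. Strain segments and other differences between the pools cannot be told apart, because any segment that differs between the pools coincides with the group, and because the counts without gene families are within reach of random lists.

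Some of these genes also differed in cells that LysMCre does not target. Among the 41 genes, 15 had at least 30 UMIs in T and NK cells, and 13 of them differed in the same direction there. For 13 genes the level in T and NK cells was over 10% of that in macrophages, above what free RNA gives for macrophage genes, and 9 of the 9 with intervals away from 0 had the same direction. The limit does not cover granulocyte genes such as Retnlg, 1 of the 9. S100a8, another granulocyte gene, had 90 and 114 UMIs in CD8 T-like cells against an estimate of 15.4 and 49.4 from free RNA. Free RNA was thus not excluded for Retnlg. Trim12a had 61 and 2 UMIs in T and NK cells. Tgfb1 was lower in the library labelled cko in every class of T and NK cells, with −1.64 (interval −2.69 to −0.60) in CD4 T-like cells, −1.12 (interval −1.76 to −0.51) in CD8 T-like cells, −1.53 (interval −2.18 to −0.91) in NK-like cells and −1.79 (interval −2.38 to −1.23) in mixed T and NK cells. Its ratio in cells with tumor or epithelial genes was not read, since those labelled wt also hold macrophage RNA. Loss of miR-21 in macrophages would not change T and NK cells directly. Whether a sequence variant, the surroundings or a difference in library preparation lies behind these genes was not settled. Apoe rose from 1623 to 3527 CPM in macrophage/monocyte-like cells (log2 ratio 1.12, interval 1.10 to 1.14).

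Mast cell genes led the genes named as lower in macrophage/monocyte-like cells of the library labelled cko. RNA from other cells fits this pattern: 2 cells with at least 20 UMIs of these genes held 91.5% of them in the library labelled wt, 1 in the macrophage/monocyte-like class and 1 in the unnamed cluster, and the library labelled cko held 0 such cells. The difference is therefore more likely the chance presence of mast cells or mast cell doublets in 1 pool than a change in macrophages.

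The higher share of granulocytic MDSC-like cells in the library labelled cko (ratio 1.72) may depend on the shallow end of the depth distribution. Their median depth was 4527 and 4112 UMIs, close to the lowest depth kept before deposit. The ratio was 1.75 (interval 1.02 to 3.07) at 4000 UMIs or more, 1.22 (interval 0.648 to 2.33) at 5000 and 1.26 (interval 0.647 to 2.49) at 6000. The difference lay in the cluster with a median of 3650 UMIs (ratio 2.62), and the deeper cluster had a ratio of 0.988. The filtering of shallow barcodes and a true difference in the shallow kind of cell cannot be told apart, since the interval at 5000 UMIs holds both 1 and the unfiltered ratio and depth separates the clusters.

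The macrophage/monocyte cluster led by Cd300e, Clec4b1 and Pparg had a 2.46 times higher share in the library labelled cko. If genes that differ between the libraries in all macrophages drove the clustering, their removal should even out the shares, but the ratio was 1.93 (interval 1.52 to 2.47) with 1692 such genes left out. At Leiden resolution 0.5 the log2 ratio was only 0.48. A larger share of this macrophage state in LysMCre;miR-21fl/fl tumors is thus a hypothesis for animals sampled singly, as differences between pools, handling and digestion were not excluded.

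Genes with a miR-21 seed match had slightly higher ratios in macrophage/monocyte-like cells. 3′ UTR length or base composition was tested with 374 words made of the same 8 bases and found in at least 50 genes. The difference was as high for 3 words (0.802%), the miR-21 word included, and with controls matched on 3′ UTR length the difference was 0.0516, which argues against both. The shift is in the direction that loss of miR-21 would give and may be biological, but it is small, was found in 1 library pair, and the 30 seed genes of CD8 T-like cells (0.01) were too few for a comparison of the classes.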
